A study of Mus musculus with 20 samples. Its data were reported in "Resistant Potato Starch Alters the Cecal Microbiome and Gene Expression in Mice Fed a Western Diet Based on NHANES Data" (2022).

How the data were processed

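The samples were pieces of distal colon (DC) from 20 mice, with 5 mice on each of 4 diets. All diets were built on the Total Western Diet (TWD), a mouse diet made to resemble the nutrient intake of people in the United States. They held 0, 2, 5 or 10% by weight of resistant potato starch (RPS), a starch that resists digestion and reaches the large bowel. The sample labels call it raw potato starch. Polyadenylated RNA was sequenced from one stranded library per mouse with short single-end reads.

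The authors removed low-quality bases and reads with several ambiguous bases, mapped the rest to the mouse assembly GRCm39 in CLC Genomics Workbench and deposited the raw count of reads per gene for each mouse. The deposited counts were not normalised, and no mice were pooled. The annotation release and the handling of reads that match several genes are not stated, so counts of immunoglobulin segments, of gene families such as the angiogenins and mucins, and of genes that overlap are uncertain. How such reads were shared out could move the value of a single gene but was not examined here.

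Groups came from the description label, which carries the animal's own number. For 3 mice the treatment label gives another RPS level. Mice are named by the code in their titles. Mouse RS10_717 is 5% by its description and 2% by its treatment label, mouse RS10_725 is 10% and 5%, and mouse RS10_748 is 2% and 10%. Both the treatment label and the omission of these mice were tried as alternatives. With the description label, DESeq2 gave adjusted p-values of 0.000746 for Cyp11a1 and 0.000891 for Slc9a3 at 10% RPS. At 5% RPS it gave 0.00248 for Retnlb. These are the values that the study prints, so the study appears to have grouped the mice by the description label. DESeq2 was not run with the treatment label. Mouse numbers are unique to an animal, so nothing pairs mice across diets. Pairs of mice within a diet were compared by a chi-square statistic over genes, and no pair looked like one library deposited again, since the statistic per degree of freedom lay between 9.74 and 67.9.

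Of the 26619 gene identifiers in the table, 26338 were found in the GENCODE vM39 annotation of GRCm39, which gave symbols, positions, transcript lengths and GC content. The other 281 kept their identifiers. Positions are 1-based.

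Counts were analysed in R 4.3.3. Genes were filtered with filterByExpr of edgeR 4.0.16 at its default minimum count of 10, which kept 17893 of the 26004 genes with at least 1 count. Library sizes were scaled by trimmed mean of M-values (TMM). The main test was the quasi-likelihood F-test of edgeR (glmQLFit with robust empirical Bayes, glmQLFTest) in one fit over the 4 diets, followed by Benjamini-Hochberg adjustment over all tested genes. A gene was called at an adjusted p of at most 0.05 and an absolute fold change of at least 1.5, the thresholds that the authors used with DESeq2. DESeq2 1.42.0 on all genes with its default filters was the first alternative. A linear trend over RPS percent and a test of any diet difference with 3 degrees of freedom were run with the same edgeR procedure and no fold threshold. Adjusted p-values in the text come from edgeR unless DESeq2 is named. The quasi-likelihood test reports no SE. The SE given with a log2 fold change is its absolute value divided by the square root of the F statistic, an approximation.

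Expression levels are CPM (counts divided by the scaled library size in megacounts) after TMM scaling, and log2 CPM used a prior count of 2. The share of variance explained by diet was the sum of squares between diets over the total across tested genes, tested one-sided with 100000 permutations of the diet labels, or 10000 in the alternatives. Gene scores were the mean log2 CPM of a set: 45 tested interferon-stimulated genes of 46 listed, 142 immunoglobulin genes and 23 of 24 goblet cell genes. The sets were written down before the data were examined. Differences in scores between 5 and 5 mice were tested by an exact two-sided permutation test over 252 splits, whose smallest possible p is 0.0079, and adjusted over the 9 score comparisons.

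Genes named in the text were chosen by a rule fixed in advance. At each RPS level, among called genes with a mean of at least 1 CPM whose 5 RPS mice all lay on one side of the 5 control mice, the 4 with the largest rise and the 4 with the largest fall were named. A further 16 genes that the study discusses were fixed whatever their values. Called genes and trend genes named outside this rule are marked as such. Genes that serve as markers of sex, time of day or tissue, such as Xist, Dbp and Pnlip, are outside the rule and carry no mark.

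The procedure was tested on simulated counts with 200 changed genes in each of 3 simulations. The edgeR test recovered 79.0% of the changed genes, with 4.41% of its calls false, and made 0 calls on data without changes. DESeq2 recovered 82.0%, with 15.2% of its calls false, and made at most 9 calls without changes. Calls in the simulations needed only an adjusted p of at most 0.05, without the fold threshold. DESeq2 was run there on genes already past the edgeR filter. These rates therefore do not carry over directly to the calls on the real counts.

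Alternatives covered the test (DESeq2, the edgeR likelihood ratio test and limma-voom with limma 3.58.1), scaling (RLE, and library sizes without immunoglobulin genes), the filter on low counts, the empirical Bayes setting, the prior count (0.5), the set summary (z-scores), the sample labels, each mouse left out, the fold threshold and the samples in the fit. The likelihood ratio test, limma-voom, thinning of all libraries to the smallest total, removal of each library's trends over GC content and length, covariates for a posterior Hox score and for a clock gene score, a block of the 5 mice with the lowest Dbp in the share of variance, DESeq2 on the genes edgeR tested and DESeq2 without mouse RS10_721 were added after the data had been seen. The edgeR and DESeq2 counts of genes at each RPS level were also compared with 100 splits of the mice. The edgeR counts of trend genes and of genes differing between any diets were compared with 100 permutations. The corresponding DESeq2 counts and those of the study's listed genes were not.

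Total counts per mouse ran from 18429493 to 34974230, so that 3 counts, taken as the detection floor, correspond to between 0.0858 and 0.163 CPM. The floor covers counting error only, since the reads carry no molecular identifiers. Cecum and proximal colon were not analysed here.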

Results

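RNA from the DC of 20 male mice was sequenced after feeding of the TWD with 0, 2, 5 or 10% RPS (n = 5 mice per diet). Every library held Y-linked transcripts, with a mean log2 CPM of at least 4.84 over 4 genes, and at most 0.271 CPM of Xist. The total count per mouse, in megacounts (M), was 32.8 ± 1.35 M (SD, n = 5) at 0% RPS, 27.9 ± 2.61 M at 2% RPS, 28.3 ± 3.40 M at 5% RPS and 24.3 ± 3.42 M at 10% RPS. Each RPS group was sequenced less deeply than the 0% RPS group, with an exact two-sided permutation p of 0.0079 in all 3 comparisons, the smallest that 5 against 5 mice can give. Depth and diet can therefore not be told apart by the group means alone. The number of genes with at least 1 count was 22409 ± 120 at 0% RPS and 21931 ± 283 at 10% RPS. The 10 largest genes took 9.11 ± 0.448% of the counts at 0% RPS and 9.19 ± 0.422% at 10% RPS.

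How far the diets separate the transcriptomes was examined by principal component analysis of log2 CPM. The first component held 19.8% of the variance, the second 11.7% and the third 8.41%. Scores on the first component were -14.8 ± 22.3 at 0% RPS, -8.39 ± 20.7 at 2% RPS, 4.88 ± 19.1 at 5% RPS and 18.3 ± 11 at 10% RPS (SD, n = 5). The difference between 10 and 0% RPS had an exact two-sided permutation p of 0.0238 and an adjusted p of 0.143 over the 6 tests of 2 components and 3 RPS levels. The other 5 tests had adjusted p-values of at least 0.143. Diet explained 19% of the variance over all tested genes, against a mean of 15.8% when the diet labels were permuted, a difference that did not pass the threshold (one-sided permutation p of 0.0766). The alternative that moved this share most was the omission of mouse RS10_703 of the 0% RPS group, which gave 22.2% with a permutation p of 0.0151. The libraries also differ widely within each diet in the clock gene Dbp, which measured 9.52 to 114.0 CPM at 0% RPS, 10.6 to 82.9 CPM at 2% RPS, 16.6 to 78.3 CPM at 5% RPS and 3.76 to 59.6 CPM at 10% RPS. No gap separates low from high libraries clearly, and the 5 mice with the lowest Dbp, from all 4 diets, are too few for the diets to be compared among them. In tests chosen after the data were seen, diet explained 20.3% of the variance left after a clock gene score (permutation p of 0.0392) and 21.1% of that left after a block of these 5 mice (permutation p of 0.0261, diets permuted within the block). Whether the share passes the threshold therefore depends on how this variation is handled.

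**Figure D1:**
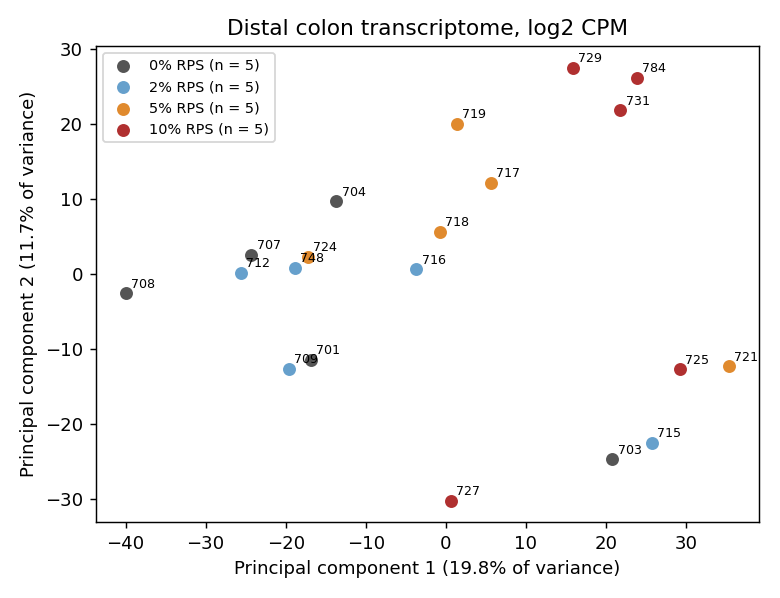
Scores of the 20 mice on the first (x axis, 19.8% of the variance) and second (y axis, 11.7%) principal component of log2 CPM, 1 point per mouse, coloured by RPS level and marked with the mouse number. The diets overlap: mouse RS10_703 at 0% RPS lies at 20.8 on the first component, beside mice fed 10% RPS, while mouse RS10_727 at 10% RPS lies at 0.653.

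Each RPS level was then compared with the TWD alone to find genes that respond to RPS. At 10% RPS, 7 genes were called by edgeR, all higher than at 0% RPS, and 2718 of 17893 genes had an unadjusted p under 0.05. The choice of test moved this number most: DESeq2 called 211 genes, 139 higher and 72 lower, among them all 7 called by edgeR. At 5% RPS edgeR called 0 genes, with 1644 at an unadjusted p under 0.05, while DESeq2 called 21 genes as higher and 8 as lower. At 2% RPS edgeR called 0 genes, with 253 at an unadjusted p under 0.05, and DESeq2 called 1. Under the treatment label in place of the description label, edgeR called 0 genes at all 3 levels, with 1895 genes under an unadjusted p of 0.05 at 10% RPS. Genes whose 5 RPS mice all lay above or all below the 5 control mice numbered 408 (2.28%) at 10% RPS, 186 (1.04%) at 5% RPS and 43 (0.240%) at 2% RPS, against 0.794% given by chance. Across genes, the log2 fold changes at 10% and 5% RPS had a Pearson correlation of 0.69, those at 10% and 2% RPS 0.47, and those at 5% and 2% RPS 0.46. These contrasts share the 0% RPS mice and genes are not independent replicates, so the correlations carry no test.

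**Figure D2:**
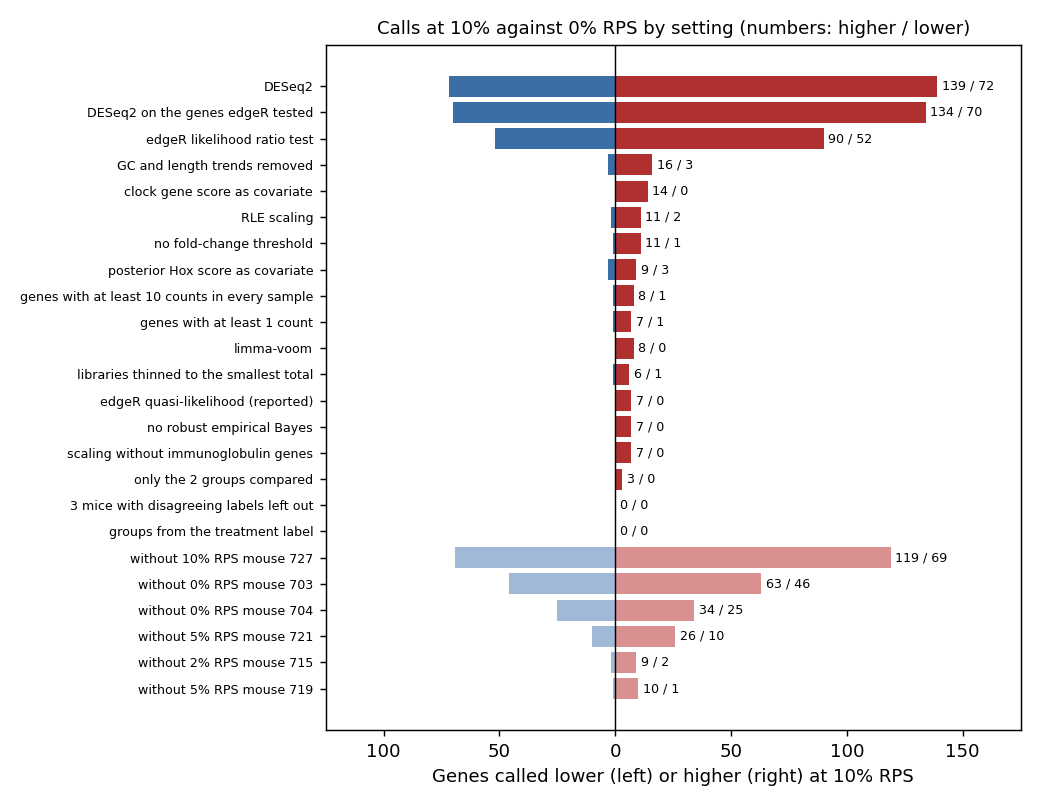
Number of genes called at 10% against 0% RPS (x axis) under each setting (y axis), with genes called higher to the right in red and lower to the left in blue, and the 6 leave-one-out fits with most calls in paler colours. The reported fit called 7 genes higher and 0 lower, DESeq2 139 and 72, and the fit without mouse RS10_727 called 119 and 69.

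The 4 called genes with the largest rise were named by the rule. Rdh9, a retinol dehydrogenase (ENSMUSG00000056148, chromosome 10, 127612255 to 127628566, protein coding), rose from 2.00 ± 0.667 CPM at 0% RPS to 6.45 ± 1.41 CPM at 10% RPS (SD, n = 5), a log2 fold change of 1.69 ± 0.27 (SE, edgeR adjusted p = 0.0102). Gm12056, a long non-coding RNA gene (ENSMUSG00000085803, chromosome 11, 22684038 to 22687937), rose from 0.894 ± 0.200 to 2.28 ± 0.842 CPM, with an edgeR adjusted p of 0.0212. Copine 2, Cpne2 (ENSMUSG00000034361, chromosome 8, 95259332 to 95297161), rose from 23.9 ± 3.26 to 44.9 ± 9.08 CPM, with an edgeR adjusted p of 0.0155. The efflux transporter gene Abcg2 (ENSMUSG00000029802, chromosome 6, 58561505 to 58672661) rose from 56.6 ± 5.07 to 93.0 ± 8.89 CPM, a log2 fold change of 0.72 ± 0.11 (SE, edgeR adjusted p = 0.00929). Irf1, an interferon-regulated transcription factor gene fixed in advance (ENSMUSG00000018899, chromosome 11, 53660812 to 53669200), was also called, with 134.1 ± 16.2 CPM at 0% RPS and 208.8 ± 25.4 CPM at 10% RPS and a log2 fold change of 0.64 ± 0.10 (SE, edgeR adjusted p = 0.00929). The remaining called genes, named after their values were seen, were the carbonic anhydrase gene Car4 (ENSMUSG00000000805, chromosome 11, 84848020 to 84856879) at 1116 ± 169 and 1825 ± 131 CPM, with an edgeR adjusted p of 0.0102, and Mgam2-ps (ENSMUSG00000102802, chromosome 6, 40755628 to 40845098) at 51.7 ± 5.90 and 84.0 ± 9.98 CPM, with an edgeR adjusted p of 0.00929. Mgam2-ps is named as a pseudogene while the annotation types it as protein coding, and reads shared with a related gene could not be told apart. None of the 7 was called when the 3 mice with disagreeing labels were left out.

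Dose dependence was tested with a linear trend over RPS percent. By edgeR, 375 genes had a trend, 205 rising and 170 falling, and 3420 had an unadjusted p under 0.05. The rising genes had a median log2 fold change of 0.53 at 10% RPS, and 94 of them rose by at least 1.5 times. The falling genes had a median of -0.45, and 54 of them fell by at least 1.5 times. All 7 genes called at 10% RPS were trend genes. DESeq2 found 973 trend genes, 372 of them shared with edgeR, and the treatment label gave 0, with 2318 genes at an unadjusted p under 0.05. Ano9, an anoctamin gene named after its values were seen (ENSMUSG00000054662, chromosome 7, 140680854 to 140697758), measured 59.4 ± 3.74, 63.7 ± 6.19, 70.0 ± 2.94 and 86.1 ± 10.8 CPM at 0, 2, 5 and 10% RPS (SD, n = 5), with an edgeR adjusted trend p of 0.00067. A test of any diet difference found 13 genes, of which 12 were trend genes and 6 were called at 10% RPS, and 1892 genes had an unadjusted p under 0.05.

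Genes that the study discusses were examined one by one at 10% RPS. Slc9a3, which encodes a sodium and hydrogen exchanger (ENSMUSG00000036123, chromosome 13, 74269360 to 74317561), measured 8.23 ± 7.61 CPM at 0% RPS and 90.9 ± 50.4 CPM at 10% RPS (SD, n = 5), a log2 fold change of 3.47 ± 0.79 (SE) that edgeR did not call (adjusted p = 0.0821) and DESeq2 did (adjusted p = 0.000891). Cyp11a1 (ENSMUSG00000032323, chromosome 9) fell by 3.68 on the log2 scale, from 4.79 ± 4.5 to 0.370 ± 0.214 CPM. The epithelial sodium channel genes Scnn1g (ENSMUSG00000000216, chromosome 7) and Scnn1b (ENSMUSG00000030873, chromosome 7) fell by 2.10 and by 1.54. Their edgeR adjusted p-values were 0.0781 for Cyp11a1, 0.110 for Scnn1g and 0.0781 for Scnn1b, and DESeq2 gave 0.000746, 0.0173 and 0.00313. The interferon-stimulated genes Zbp1, Oas3 and Mx1 had log2 fold changes of 1.76, 1.69 and 1.20, the immunoglobulin constant region gene Ighg1 3.03, and Duox2, Muc3a and Clca1 0.88, 0.73 and 0.75. For these 7 genes the edgeR adjusted p-values lay between 0.0794 and 0.16, and all 7 were called by DESeq2. Slc9a3, Scnn1g, Scnn1b, Cyp11a1, Oas3, Mx1, Duox2 and Muc3a were trend genes, with edgeR adjusted trend p-values between 0.0190 and 0.0476.

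At 5% RPS, the antimicrobial protein gene Retnlb (ENSMUSG00000022650, chromosome 16, 48637219 to 48639255) measured 5.32 ± 10.1 CPM against 0.0613 ± 0.0731 CPM at 0% RPS (SD, n = 5), with a log2 fold change of 6.36 ± 1.48 (SE, edgeR adjusted p = 0.325, DESeq2 adjusted p = 0.00248). One mouse, RS10_721, held 23.4 CPM and the other 4 mice at 5% RPS held at most 1.92 CPM, so the SD exceeded the mean. The 0% RPS mean lies under the detection floor, which is 0.0858 to 0.0960 CPM in those libraries, so the size of the fold change is poorly bounded. The library of this mouse also held 1108 CPM of the pancreatic lipase Pnlip, against at most 90.7 CPM in the other libraries. Ang4 (ENSMUSG00000060615, chromosome 14, 51990721 to 52011053) measured 23.4 ± 42.4 CPM against 0.619 ± 0.712 CPM, with 98.7 CPM in mouse RS10_721 and a log2 fold change of 5.24 ± 1.40 (SE, edgeR adjusted p = 0.325, DESeq2 adjusted p = 0.0103). Socs3 rose by 2.10, Slc9a3 by 3.23 and Zbp1 by 1.83 on the log2 scale, each with an edgeR adjusted p of 0.325. DESeq2 called these 3, with adjusted p-values of 0.0342, 0.0107 and 0.0406. Without mouse RS10_721 DESeq2 called neither Retnlb, Ang4 nor Slc9a3. At 2% RPS, the immunoglobulin segment Igkv4-57 (ENSMUSG00000076556, chromosome 6, 69552959 to 69553484) measured 7.47 ± 10.0 CPM against 0.529 ± 0.382 CPM at 0% RPS, with a log2 fold change of 3.82 ± 0.89 (SE), an edgeR adjusted p of 1.0 and a DESeq2 adjusted p of 0.0235. Mouse RS10_715 held 25.2 CPM and the other 4 mice at 2% RPS at most 4.67 CPM.

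**Figure D3:**
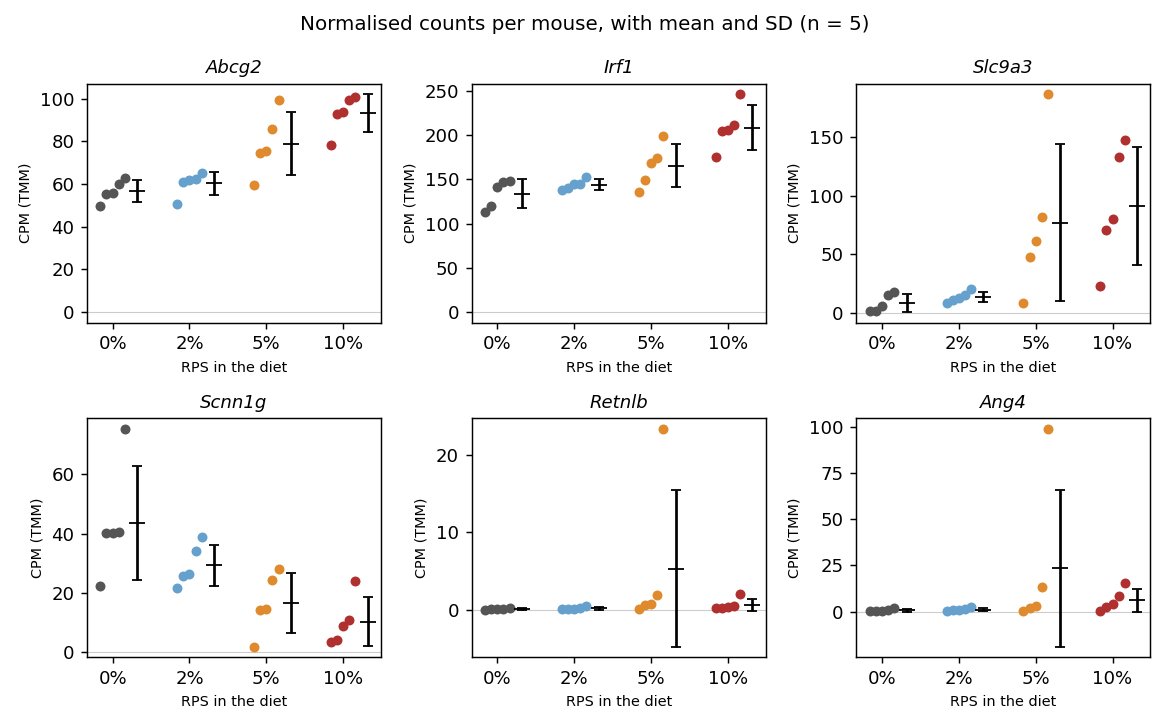
CPM after TMM scaling (y axis, linear) of 6 genes by RPS level (x axis), 1 point per mouse, with the mean and SD of the 5 mice beside the points. Every mouse at 10% RPS exceeded every mouse at 0% RPS for Abcg2 and Irf1, whereas the means of Retnlb and Ang4 at 5% RPS rest on mouse RS10_721 at 23.4 and 98.7 CPM.

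The genes that the study lists for the DC made 61 pairs of gene and RPS level, of which 58 were matched to a tested gene. All 58 changed in the listed direction with an unadjusted p under 0.05 by edgeR, and 1 was called with adjustment over all genes. With adjustment over the list alone 58 were called, which shows no stability since the list was drawn from the same counts. DESeq2 called 58.

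Sets of genes that the study groups by function were compared as scores. The interferon-stimulated score was 3.62 ± 0.19 at 0% RPS, 3.73 ± 0.12 at 2% RPS, 3.80 ± 0.23 at 5% RPS and 4.03 ± 0.21 at 10% RPS (mean log2 CPM, SD, n = 5). At 10% RPS 4 of 5 mice lay above the highest control mouse, and the exact permutation p was 0.0159, with an adjusted p of 0.107 over the 9 score comparisons. The goblet cell score was higher by 0.31 at 10% RPS and by 0.32 at 5% RPS, with 4 of 5 mice above the highest control mouse at each level and exact permutation p-values of 0.0238 and 0.0952, or 0.107 and 0.214 after adjustment. The immunoglobulin score was -0.17 ± 1.13 at 0% RPS and 0.86 ± 0.43 at 10% RPS, a difference of 1.03 within the spread of the control mice (exact permutation p of 0.0952, adjusted 0.214). The other 5 comparisons had adjusted p-values of at least 0.443. None of the 9 comparisons passed the threshold after adjustment. Without mouse RS10_703 of the 0% RPS group, 6 of the 9 had adjusted p-values of at most 0.0476.

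**Figure D4:**
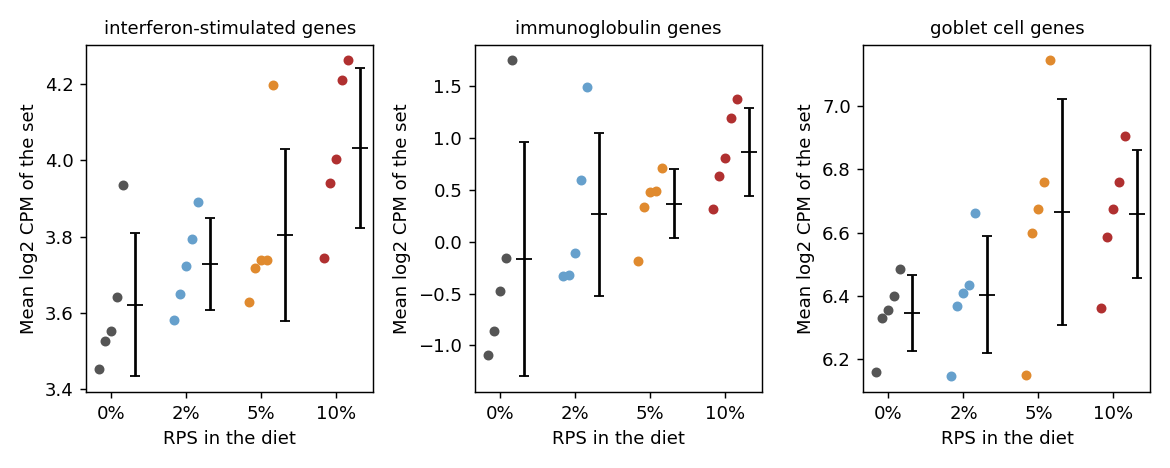
Mean log2 CPM of the interferon-stimulated, immunoglobulin and goblet cell sets (y axes, which do not start at 0) by RPS level (x axis), 1 point per mouse, with mean and SD of 5 mice. The interferon-stimulated mean rises from 3.62 at 0% RPS to 4.03 at 10% RPS, and 1 control mouse has an immunoglobulin score of 1.75, above every mouse at 10% RPS.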

Values the study reported

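For the distal colon, the study reported 151 genes as upregulated and 79 as downregulated at 10% RPS, and 22 as upregulated and 8 as downregulated at 5% RPS. It put the proportion of variance in distal colon gene expression due to diet at 12%. At 5% RPS the study gave a fold change of 87.8 for Retnlb, of 38.2 for Socs3 and of 1.6 for Ang4. At 10% RPS it gave a fold change of -4.2 for Scnn1g and of 1.7 for both Muc3a and Clca1.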

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

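The tests of Retnlb and Ang4 without mouse RS10_721 and of its smooth muscle score were chosen after the values had been seen. The tests of the mid-cluster Hox score and of the pancreas markers were set before their results were known. Within each group of 5 mice, the highest or lowest mouse was tested for its distance from the nearest other mouse relative to the range of the group. Of 108 such tests, over total counts, gene scores and the CPM of named genes, 10 passed the critical value. Chance alone would give 5.40 if the values were normally distributed. CPM were tested on the linear scale and need not be normal, so an excess over chance is not shown.

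Mouse RS10_721 of the 5% RPS group gave 3 of these. It held 23.4 CPM of Retnlb, 98.7 CPM of Ang4 and 192.8 CPM of Muc3a, where the next mice of the group held 1.92, 13.4 and 113.0 CPM. Without this mouse the DESeq2 adjusted p was 0.0771 for Retnlb and 0.378 for Ang4, so that neither passed the threshold and both DESeq2 calls rest on this library. Their DESeq2 log2 fold changes without mouse RS10_721 were 3.72 and 2.91, and with it their adjusted p-values were 0.00248 and 0.0103. The DESeq2 call of Slc9a3 at 5% RPS was lost as well (adjusted p of 0.129 without the mouse, 0.0107 with it), while Socs3 (0.00882) and Zbp1 (0.0211) stayed past the threshold. Those 2 genes are highest in mouse RS10_719 of the same group (79.5 and 67.1 CPM), however, without which their edgeR log2 fold changes were 1.41 and 1.16, and DESeq2 was not run without that mouse. The edgeR adjusted p of Slc9a3, Socs3 and Zbp1 at 5% RPS was at least 0.135 in every leave-one-out fit. For Retnlb and Ang4 the edgeR adjusted p, which was above the threshold from the start, ran from 0.135 to 0.644 for Retnlb and from 0.138 to 0.644 for Ang4 over the 20 fits that each left out 1 mouse. The posterior Hox score of mouse RS10_721 was 4.11, where the other 19 mice lay between 5.16 and 5.77. A more proximal piece of colon was tested with Hox genes from the middle of the clusters. Their score in this mouse was 1.49, within the range of the others (1.01 to 1.60) and above 15 of them. No proximal colon was analysed here, so how this score changes along the colon is not known. A more proximal piece is therefore not excluded. The smooth muscle score of mouse RS10_721, 8.62, was below that of every other mouse (9.0 to 9.78). That leaves a piece with less muscle and stroma as another candidate explanation.

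The same library also held transcripts of pancreatic digestive enzymes. The 7 enzymes noticed among the genes that weigh most on the first principal component summed to 4015 CPM in mouse RS10_721 against a median of 4.75 CPM over the 20 mice, and mouse RS10_784 of the 10% RPS group was next with 347.4 CPM. Pancreas markers that had not been looked at summed to 2882 CPM in mouse RS10_721, also the highest of the 20, with a median of 679.1 CPM and 989.1 CPM in the next library. The library may therefore hold RNA from pancreas tissue taken along with the colon, or carried over in preparation, which these counts do not separate. An animal with a different intestinal state is not excluded, and since 1 mouse is concerned no biological explanation was tested.

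Mouse RS10_719 of the 5% RPS group had an interferon-stimulated score of 4.20 (next mouse 3.74) and 36.0 CPM of Ighg1 (next 11.1 CPM). Mouse RS10_715 of the 2% RPS group had 16.4 CPM of Scnn1b (next 27.2) and 25.2 CPM of Igkv4-57 (next 4.67). Mouse RS10_725 of the 10% RPS group had 2.05 CPM of Retnlb (next 0.427), mouse RS10_727 of the same group had 23.8 CPM of Scnn1b (next 12.4), and mouse RS10_724 of the 5% RPS group had a total count of 22.3 megacounts (next 28.7). Single mice cannot be assigned a cause here, and no biological explanation was tested for these.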

How the results depend on the processing

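The alternatives listed in the processing section were fixed before the data were examined, except for those stated there as added later. Unless a value shows it, the cause of a change was not tested.

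Gene calls depended on the test, on the labels and on single mice. At 10% RPS, against 7 genes in the reported fit, DESeq2 called 211 (204 on the genes edgeR tested), the edgeR likelihood ratio test 142 (90 higher, 52 lower), removal of GC and length trends 19 (16 higher, 3 lower), the clock score covariate 14, RLE scaling 13 (11 higher, 2 lower), the posterior Hox covariate 12 (9 higher, 3 lower), no fold threshold 12, and a fit of only the 2 groups 3. The number was 0 with the treatment label (1895 genes at an unadjusted p under 0.05) and without the 3 mice with disagreeing labels (2324). It was 9 without mouse RS10_725 alone, the only one of those mice in the 10% RPS group. Thinned libraries gave 7, limma-voom 8, at least 1 count 8, at least 10 counts in every sample 9, and no robust empirical Bayes or no immunoglobulin genes in the scaling 7. The 7 reported genes were among the calls of each of the larger sets, and 6 of them remained after thinning. From 5 to 188 genes were called across the 20 fits that each left out 1 mouse, the most without mouse RS10_727 and next without mouse RS10_703 (109) and mouse RS10_704 (59).

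At 5% RPS, against 0 genes (1644 at an unadjusted p under 0.05), DESeq2 called 29, DESeq2 without mouse RS10_721 called 26, the likelihood ratio test 14 and a fit of only the 2 groups 1, with 0 to 1 across the leave-one-out fits. At 2% RPS, against 0 genes (253 at an unadjusted p under 0.05), DESeq2 called 1 and the other settings 0.

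The 375 trend genes became 973 with DESeq2, 570 with the likelihood ratio test, 238 with the clock score covariate, 89 with the posterior Hox covariate, 56 without the 3 mice and 0 with the treatment label (2318 at an unadjusted p under 0.05), and ranged from 24 (without mouse RS10_784) to 1148 (without mouse RS10_727) across the leave-one-out fits. The 13 genes differing between any diets became 353 with DESeq2, 224 with the likelihood ratio test, 8 each with RLE, with scaling without immunoglobulin genes and with limma-voom, 6 after thinning, 4 with the posterior Hox covariate, 0 with the treatment label (1067 at an unadjusted p under 0.05) and 0 without the 3 mice (1453), and 0 to 42 across the leave-one-out fits. Of the study's listed genes, 1 was called by edgeR, 58 by DESeq2, 0 with the treatment label and 0 without the 3 mice.

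The share of variance explained by diet stayed on its side of the threshold under RLE scaling, the other prior count, both label settings and the stricter filter. It passed with the clock score covariate (20.3%) and with the 5 mice lowest in Dbp as a block (21.1%). Across the leave-one-out fits it ran from 18.5 to 22.2% and passed without mouse RS10_703, RS10_715 or RS10_727. Score differences kept their direction and side under RLE, the other prior count, both label settings and z-scores, except that the goblet cell score at 2% RPS reversed with z-scores (-0.0042) and without mouse RS10_715. Across the leave-one-out fits the interferon-stimulated difference ran from 0.35 to 0.50 at 10% RPS, 0.080 to 0.26 at 5% RPS and 0.062 to 0.19 at 2% RPS. The immunoglobulin difference ran from 0.78 to 1.48 at 10% RPS, 0.31 to 1.01 at 5% RPS and 0.12 to 0.91 at 2% RPS. The goblet cell difference ran from 0.25 to 0.40 at 10% RPS, 0.20 to 0.44 at 5% RPS and -0.0061 to 0.12 at 2% RPS. The score differences that passed the threshold did so without mouse RS10_703.

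Over named genes, 98 results under settings other than omission of a mouse gave 62 on the same side of the adjusted p threshold, 19 weaker and 17 stronger, and 500 leave-one-out results gave 473 on the same side, 9 weaker and 18 stronger, with 0 reversed in both. Rdh9, Abcg2, Irf1, Car4 and Mgam2-ps kept an adjusted p of at most 0.0483 in all 20 leave-one-out fits, although Irf1 fell short of the fold threshold without mouse RS10_784 (log2 fold change 0.57). Gm12056 and Cpne2 lost an adjusted p under the threshold in 4 and 5 fits.

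The floor of 3 counts lies at 0.0858 to 0.0960 CPM in the 0% RPS libraries, above the mean of Retnlb there (0.0613 CPM), which leaves its fold changes poorly bounded.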

Other observations

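The tests of sex-linked transcripts, of the Hox, B-cell follicle and plasma cell scores at 10% RPS, of the clock score between groups, of the likelihood ratio test and of single liver markers were chosen after related values had been seen. The other tests were set before their results were known. The mid-cluster Hox, mature colonocyte, clock, pancreas and liver marker lists were written after the data had been opened.

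Other splits of the mice were used to ask how often a grouping by chance gives as many genes. For 10 against 0% RPS, 2 of 100 splits of the 10 mice gave as many edgeR calls, the real split included, 2 of 100 gave as many DESeq2 calls, and 5 of 100 gave as many genes at an unadjusted p under 0.05, which is just enough to leave a grouping by chance open for that last measure. The other split behind both numbers of calls exchanged mouse RS10_703 of the 0% RPS group with mouse RS10_727 of the 10% RPS group and gave 265 genes by edgeR and 505 by DESeq2, more than the real split. A swap of these mice is therefore a candidate explanation for their place among the others. The counts do not settle it, since the exchange was noticed among these same splits and both libraries share the low Dbp and the liver transcripts described further on. For 5 against 0% RPS, 6 of 100 splits gave as many DESeq2 calls as the real 29, 15 of 100 gave as many genes at an unadjusted p under 0.05, and all 100 gave as many edgeR calls, since the real number is 0 (1644 at an unadjusted p under 0.05). For 2 against 0% RPS, 46 of 100 splits gave as many DESeq2 calls as the real 1, 92 of 100 gave as many genes at an unadjusted p under 0.05, and all 100 as many edgeR calls as the real 0 (253 at an unadjusted p under 0.05). By this measure the numbers at 5 and 2% RPS cannot be told apart from chance. The 375 trend genes were matched by 1 of 100 permutations of the diets, which is the real one, and the 13 genes differing between any diets by 2 of 100.

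Several technical explanations of the trend genes were tested. With every library thinned to the smallest total, 327 trend genes were found, 298 of them among the 375, so depth does not account for most of them. With trends over GC content and length removed there were 423, of which 323 were among the 375, where 373 of the 375 trend genes had both values. The share of counts in the 10 largest genes did not differ between 10 and 0% RPS (exact permutation p of 0.770), and no library looked female, with at most 0.271 CPM of Xist. With the posterior Hox score as a covariate, 89 trend genes were found, 87 of them among the 375, so position along the colon may account for a part, although the calls at 10% RPS rose from 7 to 12 with that covariate and the score itself did not differ between 10 and 0% RPS (exact permutation p of 0.0635, difference -0.21). The position of the piece and the diet cannot be told apart fully with these counts.

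The clock gene Dbp, which swings over the day, varied from 3.76 to 114.0 CPM over the 20 mice without a clear break. It was lowest in mice RS10_725, RS10_703, RS10_727, RS10_715 and RS10_721, which come from all 4 diets, and the next, RS10_784 at 23.8 CPM, was fed 10% RPS as were RS10_725 and RS10_727. A clock score (10 output genes less 5 genes of opposite phase) had means of 1.06 ± 1.10, 1.06 ± 1.05, 1.12 ± 0.97 and 0.069 ± 1.13 at 0, 2, 5 and 10% RPS (SD, n = 5). The difference between 10 and 0% RPS did not pass the threshold (exact permutation p of 0.206, difference -0.99), but with the score as a covariate the trend genes fell from 375 to 238, of which 166 were among the 375. The calls at 10% RPS rose instead, from 7 to 14, with all 7 among them, and the share of variance explained by diet passed the threshold (20.3%, permutation p of 0.0392). It also passed with the 5 lowest mice as a block (21.1%, permutation p of 0.0261). Over the other alternatives its p ran from 0.0151 to 0.381. A candidate explanation is that mice were killed at different times of day, which would add spread within every diet and may hide a part of the difference at 10% RPS. A change in feeding rhythm is another, and the counts do not separate them. No time of collection was used here.

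Liver transcripts appeared in 2 libraries, those of mice RS10_703 and RS10_727, which are also the mice of the exchange above. Albumin (Alb) measured 99.2 CPM in mouse RS10_703 and 36.3 CPM in mouse RS10_727, and at most 4.6 CPM in the other mice. Summed over 13 liver markers not looked at before, mouse RS10_703 held 179.0 CPM, less than the 187.7 CPM of mouse RS10_719, so the sum gave no sign of liver tissue. Marker by marker, 11 of the 13 were highest in mouse RS10_703, and the sum in mouse RS10_719 came mostly from Tat at 123.6 CPM. A trace of liver RNA in the library may explain this, as a hypothesis. No biological explanation was tested.

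DESeq2 called 211 genes at 10% RPS where the quasi-likelihood test called 7. The filter on low counts is not the reason, since DESeq2 called 204 on the genes that edgeR tested. The edgeR likelihood ratio test, which makes no allowance for uncertainty in the dispersion of each gene, called 142 on the same counts. That allowance is a candidate explanation of the difference. As to the absence of lower genes among the edgeR calls, other scaling moved the median log2 fold change by at most 0.0104. RLE scaling called 2 genes as lower. Thinning and each of the other filters on low counts, all with TMM, called 1 gene as lower, and whether these are the genes found with RLE was not compared.

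Some genes called as higher at 10% RPS mark mature absorptive colonocytes. A list of 18 such markers, without Car4, was tested. Aqp8 and Krt20 were called by DESeq2 and the other 16 by neither tool. The mean log2 CPM of those 16 was higher by 0.32 at 10% RPS (exact permutation p of 0.0238, unadjusted, 3 of 5 mice above the highest control mouse). Their log2 fold changes ran from -0.33 (Car2) to 1.72 (Clca4a), and Car2, Anpep, Slc20a1 and Myo1a fell, so the rise of the mean is not shared by all of them. The mean of all 18 had an exact permutation p of 0.0159, or 0.317 after adjustment over the marker scores tested. A larger share of mature colonocytes in the piece may account for these calls, and whether diet or dissection brings it about was not tested. The immunoglobulin score at 10% RPS had an exact permutation p of 0.0952. The B-cell follicle score did not pass the threshold (exact permutation p of 0.254, difference 0.70), but the rise is nearly as large as that of the plasma cell score and the control mice spread widely (SD 1.21, n = 5), so follicles in the piece are not excluded. The plasma cell score, which holds no immunoglobulin gene, was higher by 0.73 (p of 0.0317, and 0.317 after adjustment over the marker scores tested), so plasma cell content remains a candidate explanation.

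Some measures differ from those quoted from the study. The edgeR calls at 10% RPS here were 7 higher and 0 lower, with 2718 genes at an unadjusted p under 0.05. Both are lower than the values quoted from the study above, which used DESeq2. With DESeq2 here 139 genes were higher and 72 lower. Those are slightly lower than the values quoted from the study above. At 5% RPS edgeR called 0 genes here, with 1644 at an unadjusted p under 0.05. That is lower than the values quoted from the study above. With DESeq2 here 21 genes were higher and 8 lower at 5% RPS. Those are nearly the values quoted. The share of variance explained by diet was 19% here. That is higher than the value quoted from the study above. The mean under permuted diet labels here, 15.8%, was itself above the quoted value. The study does not state how its share was computed, and its figure of the components gives more mice per diet. The shares may therefore not be on one scale. For Socs3 at 5% RPS the DESeq2 fold change was 4.27 here. That is lower than the value quoted from the study above. For Ang4 at 5% RPS the DESeq2 fold change was 38.2 here. That is higher than the value quoted from the study above, and the same in 3 digits as the one quoted for Socs3. The DESeq2 fold changes here of Retnlb at 5% RPS (87.8) and of Muc3a and Clca1 at 10% RPS (1.67 and 1.70) match those quoted. The counts do not show how the values quoted for Socs3 and Ang4 arose.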
